# Meis2 Is Required for Inner Ear Formation and Proper Morphogenesis of the Cochlea

**DOI:** 10.3389/fcell.2021.679325

**Published:** 2021-05-28

**Authors:** María Beatriz Durán Alonso, Victor Vendrell, Iris López-Hernández, María Teresa Alonso, Donna M. Martin, Fernando Giráldez, Laura Carramolino, Giovanna Giovinazzo, Enrique Vázquez, Miguel Torres, Thomas Schimmang

**Keywords:** inner ear, cochlea, Meis, organ of corti, mouse

## Abstract

*Meis* genes have been shown to control essential processes during development of the central and peripheral nervous system. Here we have explored the roles of the *Meis2* gene during vertebrate inner ear induction and the formation of the cochlea. *Meis2* is expressed in several tissues required for inner ear induction and in non-sensory tissue of the cochlear duct. Global inactivation of *Meis2* in the mouse leads to a severely reduced size of the otic vesicle. Tissue-specific knock outs of *Meis2* reveal that its expression in the hindbrain is essential for otic vesicle formation. Inactivation of *Meis2* in the inner ear itself leads to an aberrant coiling of the cochlear duct. By analyzing transcriptomes obtained from *Meis2* mutants and ChIPseq analysis of an otic cell line, we define candidate target genes for *Meis2* which may be directly or indirectly involved in cochlear morphogenesis. Taken together, these data show that *Meis2* is essential for inner ear formation and provide an entry point to unveil the network underlying proper coiling of the cochlear duct.

## Introduction

Development of the inner ear begins as a thickening of the ectoderm adjacent to the posterior hindbrain termed the otic placode, which can be observed at embryonic day 8 (E 8) in the mouse. In vertebrates, induction of the otic placode requires the interaction with neighboring tissues such as the neural tissue of the hindbrain, the mesoderm and/or the endoderm. Members of the fibroblast growth factor (*Fgf*) gene family such as *Fgf3* have been shown to play a central role during otic placode induction (Schimmang, 2007; Whitfield, 2015). After E8 in the mouse, the otic placode invaginates and forms the otic vesicle, which undergoes a series of morphogenetic steps to form the complex shape of the mature inner ear. Cochlear morphogenesis is initiated at the ventral portion of the otic vesicle that elongates and coils in an anterior–medial direction until it reaches its full one and three−quarters turns. This process is paralleled by cellular differentiation that leads to the formation of sensory cells such as hair cells and auditory neurons, and non-sensory components within the cochlear duct (Basch et al., 2016).

*Meis* genes are vertebrate orthologs of the Drosophila homolog *homothorax* (*hth*) gene which encode for transcription factors belonging to the superclass of TALE (three amino acid loop extension) proteins. *Meis* genes play key roles during development of the central and peripheral nervous systems, and interact with signaling pathways such as those controlled by Wnt, Fgf and retinoic acid (Schulte and Frank, 2014). The TALE superclass of proteins contains an atypical homeodomain and comprises five separate classes: Meinox, including Prep (*Prep1–2* genes) and Meis (*Meis1–3* genes), Pbc (*Pbx1–4* genes) and the three more distantly related TG-interacting factors, Iroquois, and Mohawk (Schulte and Geerts, 2019). A prominent characteristic of Meinox proteins is their capacity to heterodimerize with the structurally related Pbx proteins. A further group of Meis protein-binding partners participating in these cooperative interactions is the Hox proteins. In this case, Meis proteins often do not interact directly with DNA (Penkov et al., 2013).

In the present work, we have analyzed the role of *Meis2* during inner ear induction and cochlear development. We show that during inner ear induction *Meis2* is prominently expressed in the hindbrain neighboring the otic placode and to a lesser extent in the periotic mesoderm and endoderm. Specific inactivation in the rhombomeres flanking the otic placode, led to reduced otic vesicles, uncovering a dominant role of hindbrain *Meis2* in otic vesicle formation. Inactivation of *Meis2* within the otic placode caused morphological defects including improper coiling of the cochlea. Microarray analysis revealed a set of genes that were downregulated in mutant cochleas, representing potential *Meis2* target genes required for proper morphogenesis of the cochlear duct. Finally, ChIPseq analysis in an otic cell line with the potential to give rise to sensory and non-sensory cochlear tissue (VOT-E36) allowed the detection of genes whose regulatory regions bind Meis2 directly or indirectly. Our results thus show that *Meis2* is essential for otic vesicle formation and cochlear duct morphogenesis.

## Results

### *Meis2* Expression During Inner Ear Development

In order to define *Meis2* expression throughout inner ear development, we performed whole mount RNA *in situ* hybridization and immunohistochemistry studies. During inner ear induction around E8–8.5, high levels of mRNA were detected in the developing hindbrain (Figure 1A). Sections of the posterior hindbrain confirmed this expression and revealed *Meis2* transcripts in the otic placode and the neighboring mesoderm and endoderm (Figure 1B). Immunohistochemistry confirmed high levels of Meis2 protein in the hindbrain and moderate to low amounts in the endoderm, mesoderm and otic placode (Figure 1C). Upon formation of the otic vesicle Meis2 immunoreactivity was observed in its dorsolateral domain, accompanied by low but detectable *Meis2* mRNA (Figures 1D,E).

**FIGURE 1:**
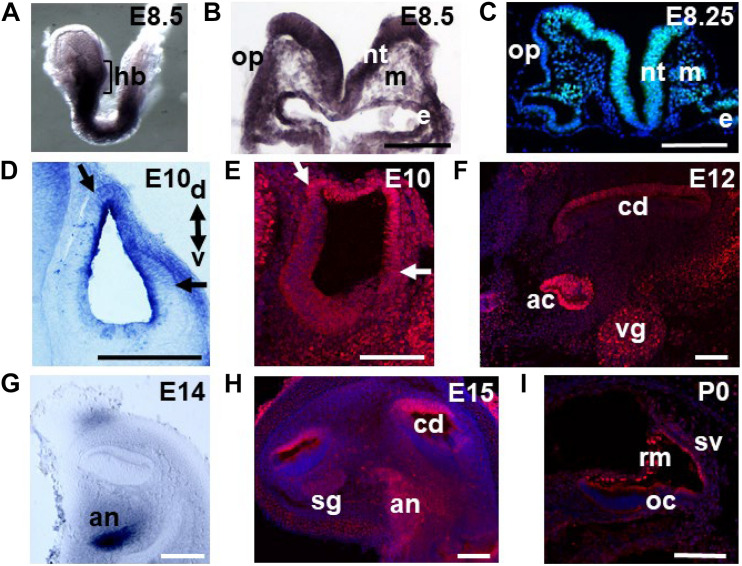
Meis2 expression throughout inner ear development. Meis2 expression was detected via mRNA *in situ* hybridization **(A,B,D,G)** or immunohistochemistry **(C,E,F,H,I)** at the indicated stages. **(A)** At embryonic day (E) 8.5 high levels of Meis2 are detected at the level of the hindbrain (hb) and on corresponding sections at the level of the otic placode (op) **(B)**. High levels of Meis2 protein are detected in the neural tube (nt), the endoderm (e), and weaker expression in the mesoderm (m) and the placode itself **(C)**. **(D)** In the otic vesicle low *Meis2* mRNA levels are observed in its dorsal-lateral portion (borders indicated by arrows). The orientations of the sections through the otic vesicles along the dorsal (d)–ventral (v) axis are indicated. **(E)** Immunohistochemical detection of Meis2 protein in the dorsal-lateral quadrant of the otic vesicle. **(F)** Presence of Meis2 protein in the roof of the cochlear duct (cd), the vestibular ganglion (vg) and the ampullary cristae (ac). **(G)** High levels of *Meis2* mRNA are detected in the auditory nerve (an). **(H)** Next to the auditory nerve, Meis2 protein is also observed in the roof of the cochlear duct and to a lesser extent in the spiral ganglion (sg). **(I)** At P0 Meis2 immunoreactivity is detected in Reissner’s membrane (rm) and the stria vascularis (sv). oc, organ of Corti. Scale bars in **(B,C,E–H)**: 100 μm; in **(D)**: 200 μm and in **(I)**: 75 μm.

During inner ear morphogenesis around E12, Meis2 protein was detected in the roof of the cochlear duct, which will give rise to non-sensory tissue (Figure 1F). Expression in this domain was maintained at E15 and was also detected in the auditory nerve at the protein and shortly before at the mRNA level (Figures 1G,H). Low levels of anti-Meis2 immunoreactivity were also observed in the spiral ganglion (Figure 1H). At postnatal day 0 (P0), Meis2 protein was observed in Reissner’s membrane and the stria vascularis but not in the sensory tissue corresponding to the organ of Corti (Figure 1I). Adjacent to the cochlea, Meis2 protein was also detected in different parts of the vestibular system such as the ampullary cristae, the utriculus, the semicircular canals and the vestibular ganglion (Figure 1F and data not shown).

### Meis2 Is Required for Otic Vesicle Formation

To analyze the requirement of *Meis2* for inner ear formation, we inactivated its expression throughout the epiblast by crossing a mouse strain carrying a floxed *Meis2* allele with a *Sox2-*Cre deleter strain (Hayashi et al., 2002). *Meis2*^flox/flox^; *Sox2*^Cre/+^ embryos showed a severely reduced otic vesicle at E9 as revealed by *in situ* hybridization with the otic markers *Pax2* and *Dlx5* (Figures 2A–D), confirming similar observations made in *Meis2* null mutants (Machon et al., 2015). Therefore, *Meis2* is required for otic vesicle formation.

**FIGURE 2:**
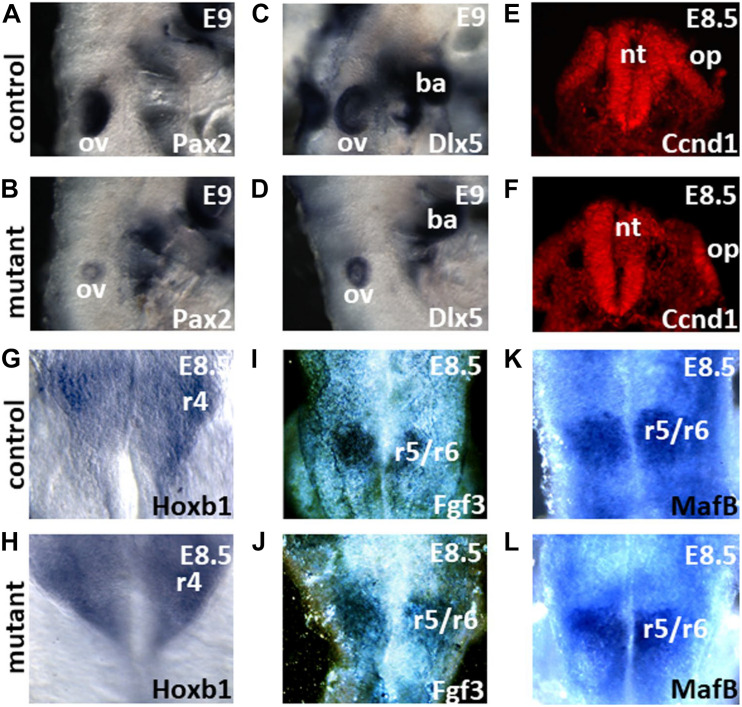
Global inactivation of *Meis2* affects inner ear formation. **(A–D)** *Meis2*^flox/flox^; *Sox2*^Cre/+^ mutants show severely reduced otic vesicles (ov) at embryonic day 9 (E9) in comparison to controls as revealed by *Pax2* and *Dlx5* riboprobes. **(E,F)** Sections reveal widespread cyclinD1 immunoreactivity in the neural tube (nt) and the otic placode (op) of controls and mutants. Note the reduced size of the otic placode in the mutant. **(G–L)** Flatmounts of the hindbrain reveal an unaltered expression of *Hoxb1, Fgf3* and *MafB* riboprobes in the indicated rhombomeres (r) in *Meis2*^flox/flox^; *Sox2*^Cre/+^ mutants in comparison to control embryos. ba, branchial arch.

Next, we were interested to determine the tissue-specific requirements for *Meis2* during otic induction. Since *Meis2* was strongly expressed in the hindbrain during otic development, we sought to find a Cre line with a specific activity in the hindbrain. The *MafB* gene is expressed in the posterior hindbrain next to the developing otic placode and vesicle (Cordes and Barsh, 1994). Recently, a *MafB-*Cre line has been employed for lineage tracing of macrophages which are also characterized by endogenous *MafB* expression (Wu et al., 2016). To assay if Cre activity also occurred in the developing hindbrain, we crossed *MafB*-Cre transgenic mice with *ROSA26* reporter mice (Soriano, 1999). Cre activity was detected by X-gal staining at E8.5 in the posterior hindbrain and in rhombomeres flanking the otic vesicle at E9 (Figures 3A,B and Supplementary Figure 1). This confirmed its utility for the inactivation of floxed genes during inner ear formation. In order to study the requirement for hindbrain *Meis2* expression during otic vesicle formation, we analyzed the effects of *Meis2* conditional inactivation induced by *MafB*-Cre at the otic vesicle stage. *Meis2*^flox/flox^; *MafB*^Cre/+^ mutants showed a severely reduced vesicle at E9 comparable to the size observed upon global *Meis2* inactivation with a penetrance of 50% (*n* = 2/4; Figures 3C,D). Therefore Meis2 expression in the hindbrain is required for otic vesicle formation. Staining with the otic markers *Dlx5* and *Pax2* revealed that their expression was maintained in their corresponding domains in *Meis2*^flox/flox^; *MafB*^Cre/+^ mutants (Figures 3E–H). To analyze the influence of Meis2 expression in neighboring tissue during otic induction, we used a *Foxg1*-Cre line which next to the otic placode also drives expression in peri-otic mesoderm and endoderm (Zelarayan et al., 2007; Supplementary Figure 1). Conditional inactivation of *Meis2* using the *Foxg1*-Cre line did not affect inner ear formation until E11.5 when a reduced sized otic vesicle with a flask-like shape was observed in *Meis2*^flox/flox^; *Foxg1*^Cre/+^ mutants (Figures 3I,J). *Meis2*^flox/flox^; *Foxg1*^Cre/+^ inner ears isolated at P0 and cleared with methylsalicylate revealed no discernible structures such as the cochlea or the semicircular canals (Figures 3K,L).

**FIGURE 3:**
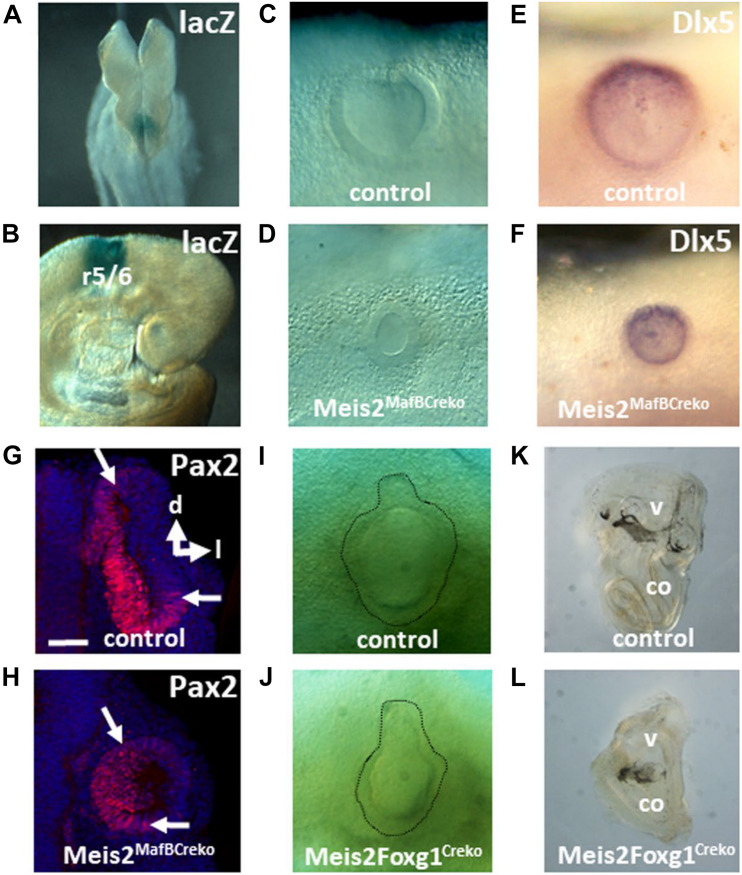
Effects of tissue-specific inactivation of Meis2 on inner ear formation. **(A,B)** lacZ *ROSA*26 reporter staining caused by the *MafB*Cre driver in the posterior hindbrain of E8.25 embryos and in rhombomeres (r) flanking the otic vesicle at E9 **(B)**. **(C–H)** Meis2^flox/flox^; *MafB*^Cre/+^ mutants show reduced sized vesicles **(C,D)** which maintain expression of *Dlx5* (at E9) and Pax2 (at E9,5), as revealed by whole mount RNA *in situ* hybridization **(E,F)** and immunohistochemistry **(G,H)**. The orientations of the sections through the otic vesicles along the dorsal (d)–lateral (l) axis are indicated. **(I–L)** Bright field view of otic vesicles at E11.5 and cleared inner ears at P1 from *Meis2*^flox/flox^; *Foxg1*^Cre/+^ mutants. Note the flask-shaped morphology of the otic vesicle and the lack of a discernible cochlea (co) in the mutants. v, vestibule.

With the aim to define the molecular changes underlying defective inner ear induction, we analyzed *Meis2*^flox/flox^; *Sox2*^Cre/+^ mutants which show severely reduced sized otic vesicles with a penetrance of 100% for alterations in gene expression or signaling pathways known to be controlled by *Meis* genes and related to inner ear formation. Formation of the hindbrain requires *Meis* gene expression in lower vertebrates and has been shown to activate *Fgf3* expression which is redundantly required together with other *Fgf* family members to induce the otic placode in vertebrates (Maroon et al., 2002; Alvarez et al., 2003; Wright and Mansour, 2003; Ladher et al., 2005; Gutkovich et al., 2010). Moreover, *Fgf3* has been shown to participate in the induction of *MafB* (Zelarayan et al., 2007), and *MafB* inactivation also leads to reduced sized otic vesicles (Cordes and Barsh, 1994; Wiellette and Sive, 2003; Hernandez et al., 2004). Lastly, Meis proteins together with Fgf signaling have also been shown to induce in the rhombencephalon expression of *Hox* genes that belong to the paralogous group 1 (PG1) and which are likewise required for in inner ear induction (Rossel and Capecchi, 1999; Pasqualetti et al., 2001; Schulte and Frank, 2014). RNA *in situ* hybridization with probes corresponding to *Fgf3, MafB* and the PG1 gene *HoxB1* showed no changes in their expression pattern within rhombomeres flanking the developing otic placode in *Meis2*^flox/flox^; *Sox2*^Cre/+^ mutants (Figures 2G–L).

Alternatively to hindbrain patterning defects, reduced proliferation may cause the smaller sized vesicles. Meis has been shown to regulate cyclinD1 and thereby to control eye size in vertebrates (Bessa et al., 2008; Marcos et al., 2015). CyclinD1 was prominently expressed in the hindbrain and the neighboring otic placode of both controls and *Meis2*^flox/flox^; *Sox2*^Cre/+^ mutants (Figures 2E,F).

### Conditional Inactivation of *Meis2* During Inner Ear Development Affects Cochlear Coiling

To analyze the function of *Meis2* expression in the inner ear, we generated conditional mutant mice using a Cre line driven by *Pax2* regulatory sequences which has been used to inactivate floxed alleles throughout inner ear development (Ohyama and Groves, 2004; Supplementary Figure 1). No morphological defects in inner ear formation were found until E10.5 in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants, when a reduced sized otic vesicle was observed in comparison to controls (Figures 4A,B).

**FIGURE 4:**
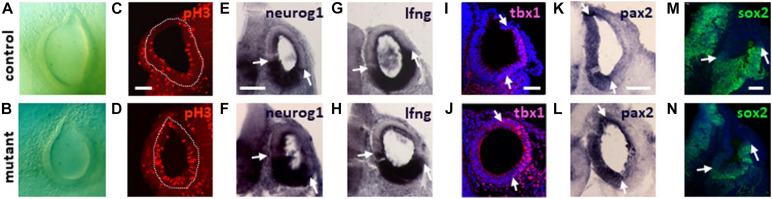
Expression of otic vesicle markers in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants. Expression of the indicated markers was detected via mRNA *in situ* hybridization **(E–H,K,L)** or immunohistochemistry **(C,D,I,J,M,N)**. **(A,B)** Bright field image of controls and mutants showing a reduced sized otic vesicle at E10,5. **(C,D)** Sections at E10 reveal widespread pH3 immunoreactivity in the otic vesicles (circumference indicated by stippled lines) of controls and mutants. **(E–L)** No changes in the spatial domains of the otic markers (borders indicated by arrows) is observed in the mutants at E9 **(E–H)** and E10 **(I–L)**. **(M,N)** At E11 the ventral domain of Sox2 expression is smaller in mutants correlating with the reduced sized dimensions of the otic vesicle at this stage. Scale bars in **(C,E,I)**: 50 μm; in **(K)**: 100 μm and in **(M)**: 75 μm.

The smaller size of the otic vesicle observed in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants may be caused by a lack of proliferation. To examine cell proliferation, we used staining with an antibody against pH3 that labels cells in late G2 and M phase of the cell cycle. Immunoreactivity for pH3 was observed throughout the otic epithelium of both wild-type and *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants (Figures 4C,D). To examine potential changes in molecular markers in mutant otic vesicles, we first examined the neurosensory region. This develops in an anterior-medial domain of the otic vesicle and is characterized by the expression of *Neurogenin 1* (*Ngn1*) and *Lunatic fringe* (*Lfng*). Complementary to *Ngn1* expression, genes like *Tbx1* (*T-box transcription factor 1*) stabilize the neurogenic region (for a review, see Bok et al., 2007). No difference in the expression patterns of these markers was observed in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants when compared to control otic vesicles (Figures 4E–J).

During normal development, *Pax2* expression is localized in the medial wall of the otic vesicle (Figure 4K) whereas the ventral portion is characterized by a broad domain of Sox2 at E11.5 from where the cochlear anlage derives (Basch et al., 2016; Figure 4M). Later on, *Pax2* and *Sox2* label the non-sensory and pro-sensory regions within the developing cochlear duct, respectively (Burton et al., 2004; Mak et al., 2009; Figures 5A,C). *Pax2* showed a normal pattern of expression at the otic vesicle stage in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants (Figure 4L) but its domain was severely reduced at E14, pointing to a potential truncation of the cochlear duct (Figure 5B). *Sox2* staining at E11.5 revealed a reduced expression domain that correlated with the smaller size of the otic vesicle in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants (Figure 4N). At E14 we observed a small patch of Sox2 expression at the basal portion of the cochlea, confirming the shortening of the cochlear duct (Figure 5D). However, sections through the cochlear duct revealed that the formation of the prosensory region in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants was unaffected (Figures 5E,F). Sox2 staining was also unaffected in the prosensory region of all vestibular sensory epithelia, including the utricular and saccular maculae and posterior, lateral, and anterior cristae (Figures 5C,D).

**FIGURE 5:**
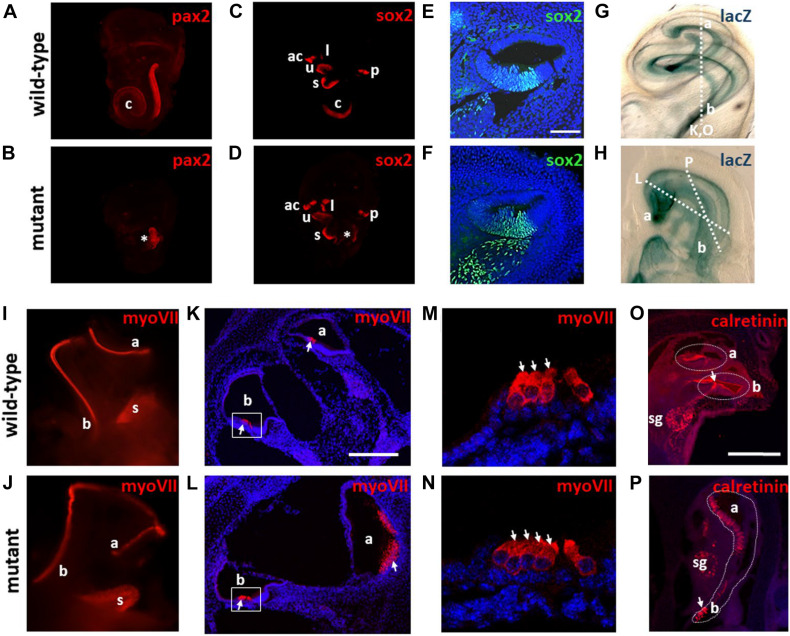
Meis2 is required for cochlear outgrowth and coiling. Expression was monitored by staining of whole mounts or on sections with the corresponding antibodies indicated. **(A–D)** Staining with Pax2 and Sox2 antibodies reveals a truncation of the cochlear duct (c), indicated by an asterisk in the mutants. Note that the prosensory regions within the vestibular system maintain Sox2 expression in the mutants. **(E,F)** Sections through the cochlear duct reveal that formation of the prosensory region is unaffected in the mutants. **(G,H)** lacZ*ROSA26* reporter staining caused by the *Pax2*-Cre driver reveals the abnormal coiling of the cochlear duct in mutants. The basal (b) and apical (a) portions of the cochlea are indicated. **(I–L)** Staining with myosin VII antibodies labeling hair cells (indicated by arrows) confirms the abnormal morphology of the cochlear duct in mutants. Note the increased sized patches of hair cells in the apex of mutants. **(M,N)** High magnification view of the basal region (boxed in **K,L**) reveals the presence of an extra row of outer hair cells (indicated by arrows) in the mutants. **(O,P)** Sections stained with calretinin antibodies labeling inner hair cells (arrows) and the spiral ganglion (sg). Note the presence of a normal morphology in the wild-type with the typical appearance of basal and apical turns whereas the mutant shows an abnormal extension along the basal-apical axis. The plane of the sections shown in **(K,L,O,P)** are indicated in **(G,H)**. ac, anterior cristae; l, lateral cristae; p, posterior cristae; s, sacculus; u, utriculus; Scale bars: 50 μm in **(E)**; 250 μm in **(K,O)**.

To further explore the cochlear abnormality in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mice, we performed whole-mount β-galactosidase staining of the inner ears from mutants which also carried a *ROSA26*lacZ reporter (Soriano, 1999). *Pax2*-Cre is active in the early otic placode and vesicle, and the *ROSA26*lacZ reporter allows labeling of all inner ear components throughout development (Ohyama and Groves, 2004). Beta-galactosidase staining revealed that in control animals, the cochlea had undertaken its one and three quarter turns (Figure 5G). In contrast, in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants, instead of turning ventrally along the anterior-medial axis, the cochlear duct extended toward the apex but then took a U-turn toward the base. This lead to its termination being positioned half-way from its point of initiation (Figure 5H). This irregular turning was also confirmed by whole mount staining with myosin VII antibodies which label sensory hair cells within the cochlear duct (Figures 5I,J). Sections through control ears confirmed the typical structure of the cochlear duct including one row of inner hair cells and three rows of outer hair cells in controls (Figures 5K,M). In contrast, sections from *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutant cochleas revealed an extra row of outer hair cells in the basal turn and an enlarged cochlear duct with clusters of hair cells at the apex (Figures 5L,N). Staining with calretinin antibodies that label spiral ganglion neurons and inner hair cells confirmed a normally structured cochlea with the typical appearance of basal and apical turns in control animals, whereas sections of *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants revealed an abnormal extension of the cochlear duct along the basal to apical axis (Figures 5O,P). In summary, these data confirm that loss of *Meis2* during inner ear development leads to a defective cochlear coiling and extra rows of hair cells.

### Direct and Indirect Targets of Meis2 in the Cochlea

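RNA was isolated from whole E15 cochleas of wild-type embryos and of *Meis2* flox/flox; *Pax2* Cre/+ mutants, in which the Cre recombinase is active in the early otic placode and vesicle. The 2 wild-type samples (replicates 2 and 3) and the 2 mutant samples (replicates 1 and 2) were each hybridized to a Mouse Gene ST array from Affymetrix, which reads a transcript with short probes placed along its length and combines them into probe sets. The authors processed the arrays with the robust microarray analysis (RMA) algorithm, which corrects the background, normalizes between arrays and gives 1 signal per probe set on the log2 scale. Median signals were 6.63 and 6.65 on the wild-type arrays and 6.73 and 6.72 on the mutant arrays. Of 35556 probe sets, 21789 carried 1 gene symbol, 1621 carried several symbols and 12146 are not named here. These gave 19938 genes, of which 999 had several probe sets. For these genes the probe set with the highest mean over all 4 arrays stands for the gene. Differences are mutant minus wild type on the log2 scale and were tested with limma, a linear model that shares the estimate of the spread between probe sets, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. Across probe sets, which are not independent replicates, Pearson's r was 0.993 between the wild-type arrays, 0.996 between the mutant arrays and 0.966 to 0.971 between genotypes. The number of arrays limits the precision, since the spread of each probe set rests on 2 residual degrees of freedom and 2.91 more from the prior. For the arrays, neither the paper nor the sample labels say whether samples of one genotype came from separate animals or pools. The paper reports pooling the cochleas of 2 E15 mice per RNA sample, but for its qPCR only. The p-values therefore measure only the spread between these arrays. For the mutant arrays that spread may be technical. The wild-type arrays had *Xist* signals of 5.54 and 11.51, which argues against repeats of 1 RNA sample for that pair.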

In order to identify potential target genes of Meis2 in the mammalian cochlea, we performed a microarray-based screen for differential gene expression in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutant vs. wild-type cochleas (for details, see section “Materials and Methods”). 

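*Meis2*, the targeted gene, had log2 signals of 9.64 and 9.38 in wild-type cochleas and 9.61 and 9.80 in mutant cochleas. The difference was 0.19 (standard error 0.13, 95% confidence interval -0.14 to 0.53, adjusted p = 0.284 from limma). Significance analysis of microarrays (SAM), run here as an alternative, placed the same difference past its threshold. SAM called 26962 of 35556 probe sets from 6 relabelings of the arrays, so this call carries little weight. The *Meis2* probe set may read exons outside the deleted part, so it does not check the genotype. Its relative *Meis1* had a difference of 0.18 (standard error 0.12, adjusted p = 0.297 from limma).
Among markers of the cochlear duct, 9 of 21 measured hair cell genes were higher in mutants, 1 was lower and 11 did not pass the test (10 higher and 1 lower when adjusted over the list alone). *Myo7a*, the myosin that labels hair cells, rose from 7.09 ± 0.12 to 8.25 ± 0.17 (SD, n = 2, adjusted p = 0.00442 from limma), while *Myo6*, another hair cell myosin, fell by 0.64 (adjusted p = 0.0135 from limma, and 0.0628 without *Meis2* mutant replicate 1). The hair cell list was higher by limma's gene set test camera (adjusted p = 0.0442, and adjusted p = 0.594 with an estimated correlation), a call that ended without wild-type replicate 2 (adjusted p = 0.0839) or *Meis2* mutant replicate 2 (adjusted p = 0.0688), with a trended prior (adjusted p = 0.0604), after repeated quantile normalization (adjusted p = 0.0933) and with a filter on dim probe sets (adjusted p = 0.0909). Of 15 prosensory and supporting cell genes, 3 were higher and 5 lower (5 and 5 when adjusted over the list alone), with a median of 0.03 (-0.06 after median scaling and -0.03 after repeated quantile normalization), a mean of -0.17 and a camera direction of lower (adjusted p = 0.32). *Sox2*, a transcription factor of the prosensory domain, was the member with the largest decrease and fell by 1.94 (standard error 0.20, adjusted p = 0.00435 from limma). Of 9 tectorial and otolithic glycoproteins, 5 were higher and none was lower (the same counts when adjusted over the list alone, camera adjusted p = 0.47). Of 18 genes of the duct roof and other non-sensory duct, 7 were higher and 3 lower (8 and 3 when adjusted over the list alone, camera adjusted p = 0.858), and *Fgf10* fell by 0.74 (adjusted p = 0.00788 from limma, and 0.0535 without *Meis2* mutant replicate 2).
In the ganglion, 2 of 28 spiral ganglion neuron genes were higher and 8 were lower (4 and 8 when adjusted over the list alone). *Neurod1*, a neuronal transcription factor, fell by 1.36 (standard error 0.14, adjusted p = 0.00428 from limma), and *Gap43*, a growth cone protein, fell by 1.19 (standard error 0.10, adjusted p = 0.00329 from limma). The list's median was 0.02 (-0.07 after median scaling), its mean was -0.24 and its camera direction was lower (adjusted p = 0.0611, with 0.0386 with a trended prior, 0.0391 without wild-type replicate 2 and 0.0385 without *Meis2* mutant replicate 2). Of 11 Schwann and satellite glia genes, 1 was higher and 3 were lower (the same counts when adjusted over the list alone), with a median of 0.04 (-0.04 after median scaling), a mean of -0.24 and a camera direction of lower (adjusted p = 0.115). *Fabp7*, a fatty acid binding protein of glia, fell by 1.45 and *Cdh19* fell by 0.94 (adjusted p = 0.00308 and 0.00365 from limma).
Markers of other cells in a whole cochlea also differed between the arrays. Of 15 skeletal muscle genes, 11 were higher in mutants and none was lower (12 higher when adjusted over the list alone, camera adjusted p = 0.012, with 0.0567 with the filter on dim probe sets, and adjusted p = 0.684 with an estimated correlation), among them the embryonic myosin *Myh3*, which rose by 1.55 (standard error 0.23, adjusted p = 0.0095 from limma). Of 7 erythroid genes, 5 were higher and 1 was lower (the same counts when adjusted over the list alone, camera adjusted p = 0.47), and the one lower was *Alas2*, an enzyme of heme synthesis, which fell by 0.88. Of 14 macrophage genes, 1 was higher and 1 was lower (the same counts when adjusted over the list alone, camera adjusted p = 0.0755, with 0.00228 without wild-type replicate 2). Of 18 genes of otic capsule cartilage, 5 were higher and 1 was lower (the same counts when adjusted over the list alone, camera adjusted p = 0.587), and of 15 genes of periotic mesenchyme 3 were higher and 4 were lower (the same counts when adjusted over the list alone, camera adjusted p = 0.277). In endothelium 2 of 11 genes were higher, and in hindbrain and other central nervous system 5 of 12 were. None was lower past the threshold (the same counts when adjusted over the list alone, camera adjusted p = 0.552 and 0.11). Of 8 melanocyte genes, *Mlana* alone was higher past the threshold (adjusted p = 0.0496 from limma, and up to 0.208 without an array, 0 genes when adjusted over the list alone), while the list had a median of -0.04, a mean of -0.04 and a camera direction of lower (adjusted p = 0.587) that turned without wild-type replicate 3.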

We used whole E15 cochleas when *Meis2* expression is detected in the cochlear duct, the spiral ganglion and the auditory nerve (Figure 1E). 

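Of 35556 probe sets, 13268 passed an adjusted p of 0.05 from limma, 7695 of them higher and 5573 lower in mutant cochleas, a share lower of 42 percent (56 percent after median scaling). Among the 2179 of these with a difference of 2-fold or more, 1567 were lower and 612 higher, a share lower of 71.9 percent. That share was 80.7 percent after median scaling and 69.2 percent after repeated quantile normalization. Of the 255 probe sets with the smallest p, a number taken from the study, 209 were lower and 46 higher. The count of 13268 dropped to 5811 without *Meis2* mutant replicate 1 and to 4611 without *Meis2* mutant replicate 2. Either of the other splits of the 4 arrays into pairs gave 0 probe sets past the adjusted threshold with limma, with 131 and 83 at an unadjusted p under 0.05. A 2-fold difference with no overlap between the groups was found for 2273 probe sets, against 31 and 9 in the other splits, and chance leaves the groups of a probe set without overlap in 33.3 percent of cases. Each other split puts 1 array of each genotype in each group, so a difference between genotypes enters its spread and its counts measure no level of chance.
The largest decreases past the adjusted threshold included the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d*, which fell by 3.49, 3.08 and 2.58. These may reflect the sex of the embryos and not the loss of *Meis2*. *Xist* was at 5.54 and 11.51 in wild-type replicates 2 and 3 and at 11.83 and 11.84 in the mutant replicates. Others were *Clca3a1*, which fell by 3.06, and *Lsm8*, a protein of the splicing machinery, which fell by 2.73 (adjusted p = 0.00272 from limma). *Uqcrb*, a subunit of respiratory complex III, fell by 2.50, and the small nucleolar RNAs *Snora16a* and *Snora44* each fell by 2.59. The largest increase among genes past the adjusted threshold was that of *Serpina3n*, a serine protease inhibitor, from 7.21 ± 0.12 to 10.40 ± 0.01 (SD, n = 2), followed by the small nucleolar RNA *Snord33* (2.33), the cartilage matrix protein *Chad* (1.84), the integrin subunit *Itga2* (1.78) and *Zdhhc18* (1.75).
Several gene lists of basic cell functions were lower by camera with its preset correlation. Of 57 ribosomal protein genes, 36 were lower and 1 was higher (43 and 2 when adjusted over the list alone, camera adjusted p = 6.99e-13, and adjusted p = 0.54 with an estimated correlation), and *Rpl34* fell by 2.11. Of 75 nuclear genes of the respiratory chain, 42 were lower and 4 higher (45 and 5 when adjusted over the list alone, camera adjusted p = 6.99e-13, and adjusted p = 0.54 with the estimate), and *Atp5md* fell by 2.31. Of 57 splicing factors, 33 were lower and 5 higher (35 and 7 when adjusted over the list alone, camera adjusted p = 5.25e-10, and adjusted p = 0.54 with the estimate), and *Hnrnpa2b1* fell by 1.58. Of 44 centrosomal proteins, 21 were lower and 3 higher (26 and 4 when adjusted over the list alone, camera adjusted p = 1.36e-06), and *Cep83* fell by 1.72, and of 317 zinc finger genes named Zfp, 131 were lower and 51 higher (142 and 61 when adjusted over the list alone, camera adjusted p = 2.88e-08). For both the adjusted p was 0.54 with an estimated correlation. Under that setting 0 of all 41 lists tested kept a camera call, against 16 with the preset correlation of 0.01. Of those 16, 2 hold genes that the study chose on these arrays. That loss was not due to the size of the correlation alone. The otic transcription factors had an estimate of -0.038, below the preset value, yet camera's unadjusted p rose from 0.008 to 0.0995. For the splicing factors (estimate 0.029) it rose from 3.8e-11 to 0.0367. The setting therefore cannot tell whether correlated genes made the calls.
Of 31 cell cycle genes, 10 were lower and 5 higher (11 and 5 when adjusted over the list alone, camera adjusted p = 0.0184, with 0.06 without *Meis2* mutant replicate 2, 0.148 after repeated quantile normalization and 0.272 with the filter on dim probe sets, and adjusted p = 0.596 with an estimated correlation). *Cenpe*, a kinesin of the mitotic spindle, fell by 1.22 and *Pcna*, the sliding clamp of DNA replication, fell by 0.99. Of 44 histone genes, listed as core histones although the linker histone *H1f1* is among them, 10 were lower and 5 higher (the same counts when adjusted over the list alone). The camera adjusted p was 0.0442, and 0.565 with an estimated correlation. This call also ended after repeated quantile normalization (adjusted p = 0.0686), with the filter on dim probe sets (adjusted p = 0.212) and without wild-type replicate 2 or *Meis2* mutant replicate 2. Of 24 chromatin remodelers, 6 were lower and 4 higher (the same counts when adjusted over the list alone, camera adjusted p = 0.23, with a lower direction at 0.0447 when all probe sets of a gene were averaged), and *Smarca5* and *Atrx* fell by 1.08 and 1.03. The 4 higher include *Chd7*, whose probe sets point in both directions. Of 359 small nuclear, nucleolar and micro RNAs, 87 were higher and 21 lower (71 and 18 when adjusted over the list alone, camera adjusted p = 0.102, with 0.0138 without wild-type replicate 2 and 0.00724 with the filter on dim probe sets). Of 1192 olfactory and vomeronasal receptor genes, 198 were higher and none was lower by limma (0 of either when adjusted over the list alone), with a median difference of 0.17 at a mean level of 4.66, which was 0.085 after either median scaling or repeated quantile normalization. Their camera call (adjusted p = 0.000151) ended after repeated quantile normalization (adjusted p = 0.0686), with the filter on dim probe sets (adjusted p = 0.0942) and with an estimated correlation (adjusted p = 0.565).

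**Figure D1:**
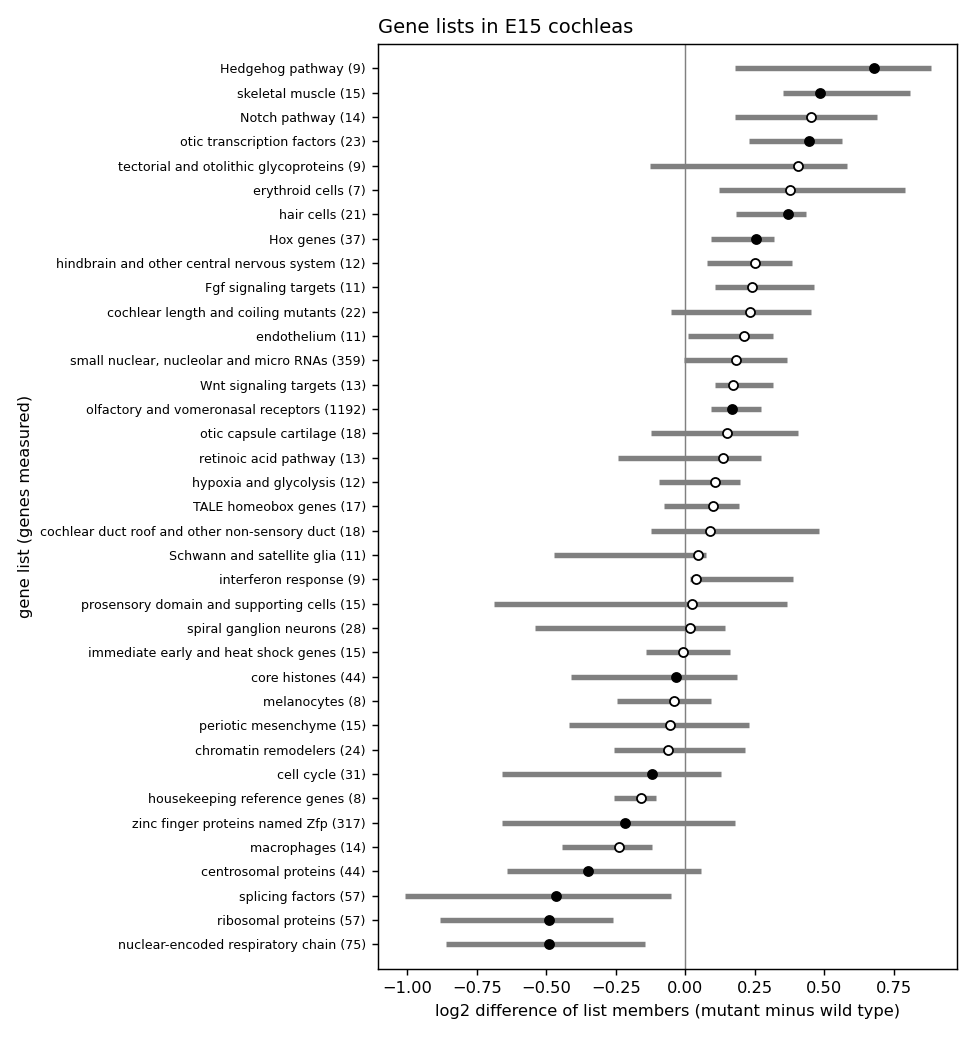
Median difference between mutant and wild-type cochleas on the log2 scale (x axis) for each gene list (y axis, with the number of genes measured), apart from the list of Y-linked genes and *Xist* and the 3 lists of genes named in the paper. Bars span the quartiles of the members, filled points passed camera with its preset correlation and open points did not. Of the lists shown, ribosomal proteins (-0.49) and the respiratory chain (-0.49) lie lowest and the Hedgehog pathway (0.68) highest, and the medians of the prosensory, ganglion, glial and interferon lists turn negative after median scaling, while those of periotic mesenchyme and immediate early genes turn positive after repeated quantile normalization.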

The results of the microarrays showed that the vast majority of the 255 transcripts differentially expressed were downregulated in mutant cochleas (Figure 6A). Several of the downregulated genes are expressed in the cochlear duct or the spiral ganglion (Table 1). 

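Of 15 measured genes named in Table 1, with 3 members counted for the Anp32 family, 13 were lower in mutant cochleas and 2 were higher, all past the adjusted threshold of limma and also when adjusted over the list alone. The 2 higher were *Trappc4* and, at its probe set brightest over all 4 arrays, *Chd7*. Of the 30 probe sets of *Chd7*, 17 were lower and 5 higher past the threshold, so its direction rests on this choice. The study chose the genes of Table 1 on these arrays, so their count is not independent evidence of direction. *Nefl*, the light neurofilament chain of neurons, was at 11.84 ± 0.02 in wild-type and 10.21 ± 0.02 in mutant cochleas (SD, n = 2) and fell by 1.63 on the log2 scale (standard error 0.08, adjusted p = 0.00244 from limma). *Anp32a*, a nuclear phosphoprotein, fell by 2.05 (standard error 0.12, adjusted p = 0.0026 from limma), and its relatives *Anp32e* and *Anp32b* fell by 1.18 and 0.92. *Thumpd3* fell by 1.90, the zinc finger gene *Zfp788* fell by 1.63, and *Fkbp3*, a peptidyl-prolyl isomerase, fell by 1.44. *Efna1*, a ligand of Eph receptors, fell by 1.28, *Fnbp1l* fell by 1.27, *Cfdp1* fell by 1.27 and *Tyms*, the enzyme that makes thymidylate, fell by 0.99.
*Itch*, a ubiquitin ligase, fell by 0.47 (adjusted p = 0.0279 from limma), and its call ended without wild-type replicate 3 or either mutant replicate (adjusted p up to 0.122). *Cspp1*, a centrosome and spindle pole protein read by 14 probe sets, fell by 0.62 at its brightest probe set (adjusted p = 0.0214 from limma), a call that ended without the same arrays (adjusted p up to 0.106), and 8 of its probe sets were lower and 2 higher past the threshold. *Trappc4*, a subunit of the TRAPP trafficking complex, was higher in both mutant arrays, by 0.69 (standard error 0.08, adjusted p = 0.00532 from limma). The same mutant arrays also had higher skeletal muscle and lower Y-linked transcripts.

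**Figure D2:**
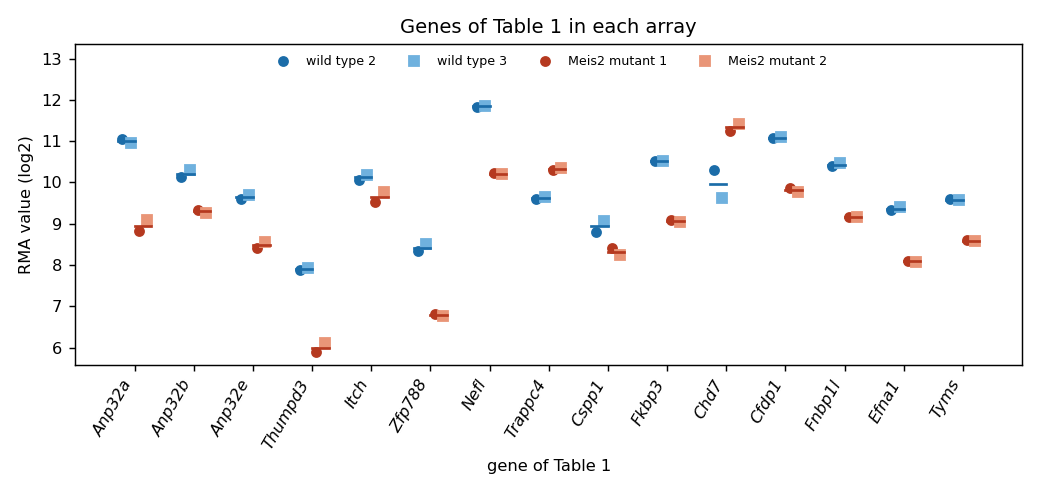
Log2 signal (y axis) of each gene of Table 1 on the 4 arrays. Points are single arrays of wild-type and mutant cochleas and horizontal lines are the means of each genotype. The mutant arrays lie below the wild-type arrays for 13 of the 15 genes and above them for *Chd7* and *Trappc4*, at the brightest probe set of each gene.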

Within this group of genes, the cochlea of mouse mutants for the chromatin remodeling enzyme *Chd7* has been described to undergo an abnormal twist at their apex (Hurd et al., 2010). We first confirmed downregulation of *Chd7* by qPCR (Figure 6B) and then created a conditional mouse mutants for *Chd7* using the *Pax2*-Cre driver. Cleared whole mounts of inner ears isolated from *Chd7*^flox/flox^; *Pax2*^Cre/+^ mutants revealed a defective phenotype in cochlear coiling which was very similar to the one observed in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants (Figure 6C). Therefore, *Chd7* may be a crucial downstream target of *Meis2*.

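*Chd7*, which encodes a chromatin remodeling enzyme, was read by 30 probe sets along its transcript, and these did not move together. Of them, 17 were lower in mutant cochleas past the adjusted threshold of limma, 5 were higher and 8 did not pass. Differences ranged from -2.17 to 1.37 on the log2 scale, with 8 probe sets lower and 1 higher by 2-fold or more. The mean over the 30 probe sets was -0.51 (adjusted p = 0.0142 from limma) and the median of the probe sets on each array gave -0.42 (adjusted p = 0.0506 from limma), both computed after the values were seen. The probe set with the highest mean over all 4 arrays, which stands for the gene by the rule applied to every gene, had the largest increase, at 9.97 ± 0.48 in wild-type and 11.34 ± 0.12 in mutant cochleas (SD, n = 2). Its difference was 1.37 (standard error 0.24, adjusted p = 0.0131 from limma), and its call ended without *Meis2* mutant replicate 1 (adjusted p = 0.0512) or *Meis2* mutant replicate 2 (adjusted p = 0.0685). Its increase decided this choice, since 8 probe sets were brighter on the wild-type arrays. The one brightest there fell by 1.39 (standard error 0.10, adjusted p = 0.00278 from limma), a choice also made after the values were seen. The paper's qPCR of *Chd7* at the same age runs lower in the mutants. From the lower *Chd7* expression and the similar coiling defect of *Chd7* mutants, the paper proposes that *Chd7* may be a downstream target of *Meis2*, while its Discussion proposes that both genes rather act in parallel pathways.

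**Figure D3:**
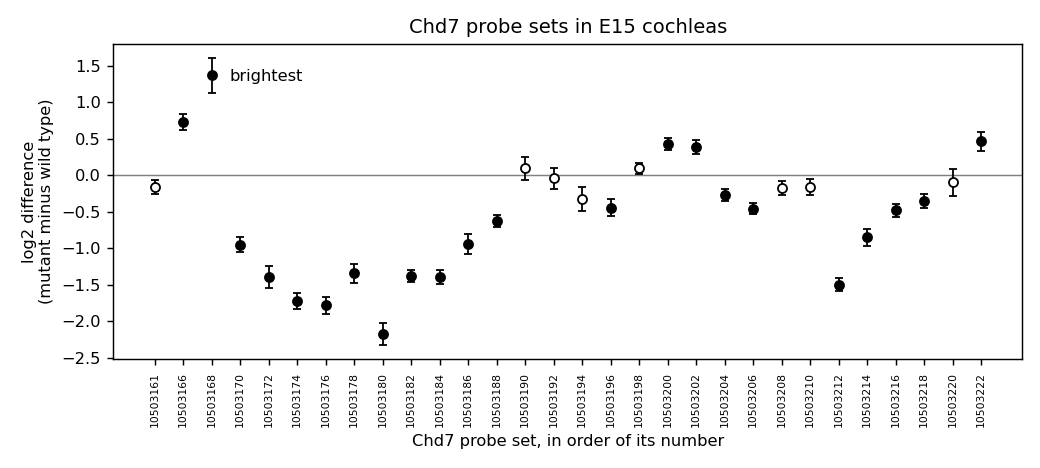
Difference between mutant and wild-type cochleas on the log2 scale for each of the 30 probe sets of *Chd7*. Bars are standard errors, filled points passed the adjusted threshold of limma and open points did not. Of the probe sets, 23 lie below 0, and the one with the highest mean over all 4 arrays lies highest, at 1.37.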

**FIGURE 6:**
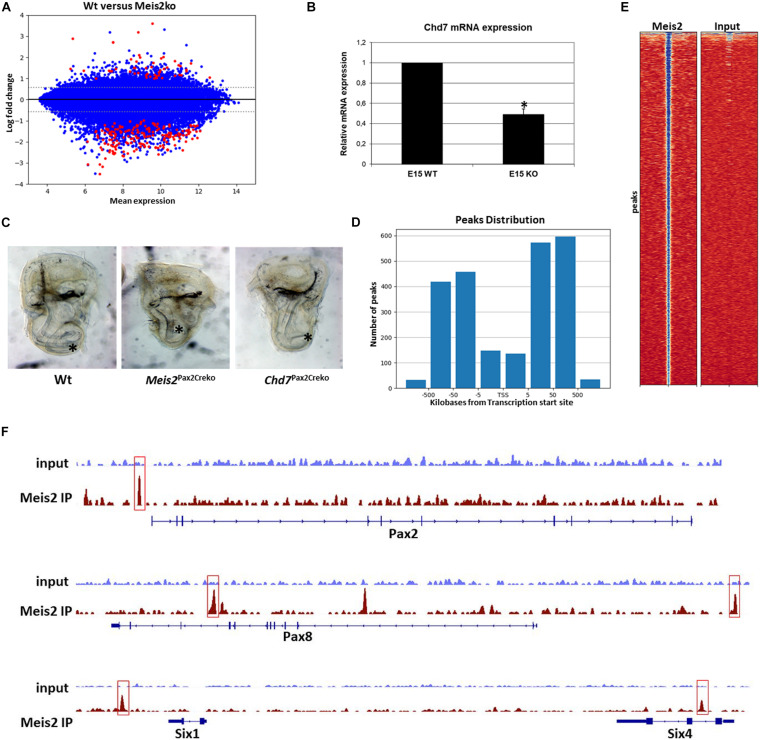
Targets of Meis2. **(A)** MA plot showing differential gene expression between *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutant vs. wild-type cochleas at E15. Red dots indicate significantly regulated genes. **(B)** Significantly reduced expression of *Chd7* is observed in the cochlea of *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants (KO) by qPCR at E15. Data were normalized to expression levels in wild-type (WT) cochleas. Student’s *t*-test: *p < 0.0001 **(C)** *Meis2*^*f*lox/flox^; *Pax2*^Cre/+^ animals show a similar mutant cochlear phenotype to *Chd7*^flox/flox^; *Pax2*^Cre/+^ animals. The asterisk indicates the ending of the cochlear duct. **(D)** Distribution of Meis2 binding sites by their position with respect to the nearest transcription start site (TSS) in VOT-E36 cells. **(E)** Density plots showing the distribution of Meis2 binding sites vs. input control in VOT-E36 cells. **(F)** Input control and Meis2 ChIP-seq read profiles from VOT-E36 cells. Detected Meis2 binding sites within or close to the genomic regions of *Pax2, Pax8, Six1* and *Six4* are boxed.

**TABLE 1:** Summary of genes downregulated in the cochlea of *Meis2* mutants.

Gene (MGI reference)	Fold Downregulation	Expression pattern
Acidic nuclear phosphoprotein 32 family (5332981)	4.1x	Mesenchyme
THUMP domain containing 3 (1277973)	3.7x	Otic capsule
Itchy, E3 ubiquitin protein ligase (4825634)	3.4x	Ganglion
Zinc finger protein 788 (1914857)	3.1x	Ganglion
Neurofilament, light polypeptide (97313)	3.1x	Ganglion
Trafficking protein particle complex 4 (4480575)	2.9x	Ganglion
Centrosome/spindle pole associated protein (2681832)	2.7x	Ganglion
FK506 binding protein 3 (5335642)	2.7x	Mesenchyme
Chromodomain helicase DNA binding protein 7 (2444748)	2.6x	Cochlear duct, ganglion and mesenchyme
Craniofacial development protein 1 (1344403)	2.4x	Cochlear duct and ganglion
Formin binding protein 1-like (1925642)	2.4x	Ganglion
Ephrin A1 (103236)	2.4x	Cochlear duct
Thymidylate synthase (98878)	2x	Mesenchyme

**The localization of the genes within the cochlea is annotated according to Mouse Genome Informatics (MGI) using RNA in situ hybridization. The table shows a list of genes which are expressed in the cochlea and down regulated by twofold or higher in Meis2 mutants according to the results obtained by the microarrays.**

To identify direct targets of Meis2, we performed ChIPseq analysis (see section “Materials and Methods”) using the VOT-E36 cell line derived from the ventral portion of the otic vesicle, the domain that gives rise to the cochlea (Lawoko-Kerali et al., 2004; Figure 6E). We identified a total of 2,401 Meis2 binding sites in the genome and a collection of 917 genes with a transcription start site closest to any Meis2 binding site (GEO GSE166072). As previously reported for Meis1 (Penkov et al., 2013; Marcos et al., 2015), most Meis2 binding sites were located in regions remote from their closest associated transcription start site (Figure 6D). Meis proteins select two main sequences in DNA: a motif resembling the Pbx-Hox binding sequence (A/TGATNNAT), to which it binds indirectly, and a direct binding site (TGACAG) (Penkov et al., 2013). Transcription factor motif enrichment analysis using Homer and MEME suite software (see section “Materials and Methods”) confirmed these motifs as the most frequently detected with 15.7 and 28.9% of peaks containing at least one of the conserved and/or the PBX-Hox binding sites, respectively. Gene ontology analysis revealed the presence of Meis2 binding peaks in the vicinity of 30 genes related to inner ear development, such as members of the *Pax*- and *Six*-gene families (Figure 6F). Interestingly, a Meis2 peak was observed in the vicinity of the *Otx1* gene, whose inactivation also leads to defective cochlear coiling (Morsli et al., 1999). A comparison between the observed peaks and differentially expressed genes in the cochlea of *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants at E15 revealed no Meis2 binding sites in the vicinity of the *Chd7* gene. However, an overlap in the vicinity of 7 genes including *Dlg1, Pnn, Nsmce2, Usf3, Zfp945, Lrrcc1, Rybp* and *Mras* was observed. 

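Of the 8 genes named here, 7 were lower in mutant cochleas past the adjusted threshold of limma, over all probe sets and when adjusted over the list alone, and none was higher. The study chose these genes on these arrays, so this is not independent evidence of direction. *Lrrcc1*, a centrosomal protein, fell by 1.71 (standard error 0.09, adjusted p = 0.00257 from limma), and *Pnn*, a protein of the splicing machinery, fell from 9.77 ± 0.06 to 8.21 ± 0.03 (SD, n = 2). The zinc finger gene *Zfp945* fell by 1.24, *Nsmce2*, a subunit of the SMC5/6 complex, fell by 1.19, and the transcription factor *Usf3* fell by 1.02. *Rybp*, a Polycomb protein, fell by 0.65 at its brighter probe set (adjusted p = 0.0131 from limma, and 0.0716 without *Meis2* mutant replicate 2) and fell by 1.72 at the other. *Mras*, a small GTPase, had a difference of -0.29 at its brighter probe set (standard error 0.12, adjusted p = 0.117 from limma). SAM called it there, as it did 26962 of 35556 probe sets. At its other probe set *Mras* was higher by 2.12 (standard error 0.08, adjusted p = 0.00244 from limma).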

Interestingly, *Dlg1* is expressed in the otic vesicle and its loss is associated with a shortening of cochlear length (Iizuka-Kogo et al., 2015), albeit to a lesser degree than that observed in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants. Therefore, loss of *Dlg1* expression may, at least in part, contribute to the shortening of the cochlear duct in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants.

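*Dlg1*, which encodes a scaffold protein of cell junctions and cell polarity, had log2 signals of 10.67 and 10.70 in wild-type cochleas and 9.94 and 9.86 in mutant cochleas. It fell by 0.78 (standard error 0.08, 95% confidence interval -0.99 to -0.58, adjusted p = 0.00449 from limma), more than the spread between arrays of one genotype. Among 22 genes whose mutants have a short or abnormally coiled cochlea, listed before the data were examined, *Dlg1* was 1 of 3 that were lower. Of the others, 8 were higher and 11 did not pass the test (3 lower and 11 higher when adjusted over the list alone). The camera adjusted p was 0.623, and 0.932 when all probe sets of a gene were averaged. The counts use the brightest probe set of each gene, which for a gene such as *Chd7* decides the direction. The study named *Dlg1* from these arrays, so its decrease is not independent evidence.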

## Discussion

*Meis2* was expressed in all three tissue layers involved in otic induction: the endoderm, mesoderm and the neural tissue of the hindbrain. Correlating with the highest expression levels, the loss of *Meis2* in the hindbrain led to a phenotype similar to that observed by global inactivation at E9 (compare Figures 2A–D with Figures 3C–H). Therefore, it may be concluded that *Meis2* expression in the hindbrain is likely to be sufficient to account for *Meis2* contribution to otic vesicle formation. Genes required for inner ear formation, which are directly or indirectly induced by *Meis2* showed no changes in their expression in the hindbrain, and thus so far indicate no major defects in patterning within the hindbrain in *Meis2* mutants. However, yet unknown downstream targets for Meis2 within the hindbrain may be involved in inner ear induction. During later stages, otic vesicle development was also affected in *Meis2*^flox/flox^; *Foxg1*^Cre/+^ mutants that lacked *Meis2* expression in the otic placode and the neighboring mesoderm and endoderm. The otic vesicle was reduced at E11 and at the postnatal stage the inner ear showed severe defects (Figures 3I–L). Compared to *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants which show Cre activity only in the otic placode (Supplementary Figure 1 and Figure 5), *Meis2*^flox/flox^; *Foxg1*^Cre/+^ mutants show a more severe inner ear phenotype (Figures 3K,L). Therefore, inactivation of *Meis2* expression from the mesoderm and/or endoderm leads to additional defects during inner ear development. Within the inner ear, *Meis2* initially showed expression in the dorsal portion of the otic vesicle and was later on found in non-sensory tissue of the cochlea and the peripheral nervous system innervating the inner ear. Very similar patterns of expression for *Meis2* have also been described during chicken inner ear development (Sanchez-Guardado et al., 2011).

*Meis2*^flox/flox^; *Pax2*^Cre/+^ mouse mutants lacking *Meis2* throughout inner ear development showed a smaller otic vesicle at E10.5, indicating that initial expression of *Meis2* in the otic placode or vesicle is also required for its normal formation. Nevertheless, otic markers related to neurosensory development and formation of the cochlear anlage were unaffected. However, by E13.5 *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants a striking defective outgrowth of the cochlear duct became apparent which resulted in its abnormal coiling. The phenotype was similar to that described in mouse mutants lacking β-catenin, required for Wnt signaling, or the transcription factors *Sox9* or *Tbx1* (Xu et al., 2007; Trowe et al., 2010; Bohnenpoll et al., 2014). However, in mutants lacking *Sox9* or *Tbx1*, the observed inner ear phenotype is caused by the inactivation of these genes in the surrounding mesenchyme, pointing to their indirect influence on morphogenesis. Defective turning of the cochlear duct has also been described in a mouse mutant lacking the chromatin remodeling enzyme *Chd7* throughout inner ear development (Hurd et al., 2010). Interestingly, we found that *Chd7* expression was reduced in the cochlea of *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants, suggesting that these genes may share a common pathway. Indeed, inactivation of *Chd7* using the *Pax2*-Cre line led to a phenotype very similar to *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants. Moreover, like *Meis2*, *Chd7* null mutants also show severely reduced sized otic vesicles (Hurd et al., 2007). In spite of this functional relationship, we did not find evidence for the binding of Meis2 within the regulatory regions of *Chd7* in the VOT-E36 cell line. Additionally, *Chd7* mutants show reduced expression of *Ngn1*, which was unaltered in *Meis2* mutants in the present study. This suggests that *Chd7* and *Meis2* rather belong to parallel pathways controlling cochlear coiling.

Only very few genes (Hayashi et al., 2002) from the ChIPseq analysis showed binding close to the transcription start site of genes. Similar findings have been recently reported for Meis1 (Penkov et al., 2013; Marcos et al., 2015). The most frequently detected binding motif detected in our studies corresponded to a site to which Meis binds indirectly to DNA. A major group of binding partners that facilitate indirect contact with DNA belong to the Hox gene family. Due to its rostral position in the embryo, the inner ear is a relatively Hox-free tissue, although the expression of PG-1 group genes like *Hoxa1* and its control of downstream targets have been reported in the inner ear (Makki and Capecchi, 2010, 2011). Additionally, Meis cooperates with a wide variety of transcription factors containing homeodomains, such as members of the *Pax, Dlx*, and *Otx* gene families which are also expressed in the inner ear (Schulte and Geerts, 2019). Nevertheless, only very few genes with Meis2 binding sites showed an overlap with differentially expressed transcripts in the cochlea. Therefore, the VOT-E36 cell line used for the ChIPseq analysis might not reflect an ideal model for *in vivo* inner ear development. Unfortunately, ChIP analysis from isolated otic vesicles was not feasible in our hands owing to technical limitations due to small-scale tissue samples. Nevertheless, further analysis of the genes showing both differential expression in *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants and containing binding sites detected by the ChIPseq analysis may reveal novel regulators of cochlear morphogenesis which are controlled by Meis2.

## Materials and Methods

### Transgenic Mice

Mice carrying a floxed *Meis2* allele (Delgado et al., 2020), a floxed *Chd7* allele (Hurd et al., 2007), the *Sox2*-Cre (Hayashi et al., 2002), *Pax2*-Cre (Ohyama and Groves, 2004), *Foxg1*-Cre (Hebert and McConnell, 2000) and *MafB*-Cre (Wu et al., 2016) transgenes and the *ROSA26* Cre reporter strain (Soriano, 1999) have been described previously. With the exception of the *Meis2*^flox/flox^; *MafB*^Cre/+^ mutants which showed a penetrance of 50%, all other phenotypes were fully penetrant and observed in a minimum of *n* = 3 animals for each experimental condition. Experiments conformed to the institutional and national regulatory standards concerning animal welfare.

### β-Galactosidase Staining and *in situ* Hybridization

β-Galactosidase staining, RNA whole-mount *in situ* hybridization and sectioning of stained embryos have been described previously (Alvarez et al., 2003). Riboprobes were generated for detection of *Meis2* (Delgado et al., 2020), *LFng, Ngn1, Dlx5*, (Vazquez-Echeverria et al., 2008), *Fgf3, Pax2, MafB* (Alvarez et al., 2003) and *HoxB1* (Vendrell et al., 2013).

### Immunohistochemistry

For immunohistochemistry cryostat sections were prepared and processed using standard protocols. The following antibodies were used: Meis-2 (Mercader et al., 2005); Pax2 (PRB-276P) from Covance, Sox2 (sc-17320) from Santa Cruz Biotechnology; myosin VIIA (25-6790) from Proteus; calretinin (7699/3H) from Swant; cyclin D1 (RM-9104-S0) from Thermo Fisher Scientific. For immunofluorescence, cryostat sections were incubated with primary antibodies, and the corresponding secondary antibodies used were donkey anti-goat Alexa Fluor-488, and goat anti-rabbit Alexa Fluor-568 (all from Invitrogen). Some of the sections were counterstained with DAPI. Whole-mount immunolabeling, dehydration, and clearing of inner ears was performed as described previously (MacDonald and Rubel, 2008). Bright-field images were captured with a DFC 490 camera (Leica) on a Labophot-2 microscope (Nikon). Immunofluorescence images were taken with a Nikon Eclipse 90i fluorescence microscope, or Leica SP confocal microscope.

### Screening for Differentially Regulated Genes in *Meis2*^flox/flox^; *Pax2*^Cre/+^ Mutants

RNA was isolated from E15 cochleas of wild type and *Meis2*^flox/flox^; *Pax2*^Cre/+^ mutants using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA integrity was assessed using Agilent 2100 Bioanalyzer (Agilent). Labeling and hybridizations were performed according to protocols from Affymetrix. Briefly, 100–300 ng of total RNA were amplified and labeled using the WT Expression Kit (Ambion) and then hybridized to Mouse Gene 1.0 ST Arrays (Affymetrix) covering a total of 21,041 gene transcripts. Washing and scanning were performed using the Affymetrix GeneChip System (GeneChip Hybridization Oven 640, GeneChip Fluidics Station 450 and GeneChip Scanner 7G). The robust microarray analysis algorithm was used for background correction, intra- and inter-microarray normalization, and expression signal calculation. The absolute expression signal for each gene was calculated in each microarray and significance analysis of microarrays was applied to calculate differential expression and find the gene probe sets that characterized the highly metastatic samples. The method uses permutations to provide robust statistical inference of the most significant genes and provides > *P*-values adjusted to multiple testing using false discovery rate. Probe synthesis, hybridizations and microarray data analysis were performed by the Genomics facility of the Centro de Investigación del Cancer (Salamanca, Spain). The microarray data from this screen have been deposited at GEO with accession number GSE149916. Genes twofold or greater were examined for their expression in the cochlea (Visel et al., 2004; Diez-Roux et al., 2011; Agoston et al., 2014; Bult et al., 2019) and are listed in Table 1.

### Quantitative PCR

Individual RNA samples were each prepared from the cochleae of two embryonic day (E) 15 mice (i.e., 4 cochleae were used to generate one RNA sample). RNA was extracted following homogenization in TRIzol^®^ Reagent (Invitrogen), and according to manufacturer’s instructions. Each RNA was then reverse transcribed into cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Life Technologies). cDNA samples were amplified in a LightCycler^®^ 480 II (Roche Molecular Diagnostics, Pleasanton, CA, United States) using SYBR^®^ Green PCR Master Mix (Life Technologies); duplicate reactions were carried out with each cDNA sample. The thermocycling conditions consisted of an initial denaturation step of 10 min at 95°C, followed by 40 cycles at 95°C for 15 s and 60°C for 1 min. The sequences of the PCR primers used in this work were: *Gapdh*, TCCTGCACCACCAACTGCTT and GTGGCAGTGATGGCATGGAC; *Chd7*, GAATACCCCA CAGAAAGTGCC and TCGCTCTTCACTAGCTGAGCG. Data were analyzed using the Software version LCS480 1.5.0.39. Relative levels of mRNA expression were calculated according to the 2^–ΔΔCt^ method, using *Gapdh* as the housekeeping gene. The data presented are the results from three independent experiments.

### ChIP-Seq

US/VOT-E36 cells (University of Sheffield/ventral otocyst-epithelial cell line clone 36) were used, derived from the otocyst of Immortomice at embryonic day 10.5 (Lawoko-Kerali et al., 2004). The cells were cultured in minimum essential medium (Gibco) supplemented with 10% fetal bovine serum (Gibco) and 50 U/ml γ-IFN (Immunotools) in a humidified atmosphere with 10% CO_2_ and at a temperature of 33°C, conditions under which these cells proliferate in the absence of differentiation.

For the ChIP assay, once the cultures had reached 85–90% confluence, the chromatin from the cells in six 75-cm^2^ flasks was cross-linked in 1% formaldehyde for 10 min at room temperature; next, the reaction was quenched by adding glycine to a final concentration of 125 mM and mixing during an additional 5 min. Following removal of the medium and various washes with phosphate buffer saline, cells were scraped off the tissue culture flasks, pelleted and lysed; the chromatin was then sheared into 200–500 bp fragments by sonication (using pulses of 30 s on and 30 s off in a water-bath sonicator). Any remaining cellular debris was subsequently removed by centrifugation and the sonicated chromatin was pre-cleared for 4 h at 4°C with protein A agarose beads (Roche). After this time, the beads were removed by centrifugation; half the volume of the chromatin sample was immunoprecipitated (IP sample) at 4°C overnight with a 1:1 mixture of an antibody against Meis2 (K846) and K830, an antibody that recognizes both Meis 1a and Meis 2a isoforms (Penkov et al., 2013). A volume that was equivalent to one tenth of the volume used for the IP reaction was also at that time set apart and frozen, constituting the Input control sample. Following immunoprecipitation with the antibodies, beads that had been pre-blocked at 4°C overnight with BSA and a rabbit IgG isotype control (ChromPure Rabbit IgG, Jackson ImmunoResearch Laboratories) were added to each tube; the samples were then incubated at 4°C for 4 h. Afterward, a series of washes using multiple buffers were conducted in order to remove any molecule that had bound non-specifically to the beads; the chromatin was finally eluted from the beads and cross-linking to the antibody reversed by incubating the IP sample in the presence of NaCl at 65°C overnight; the Input sample that had been stored at –20°C was also incubated in the same solution at 65°C. The next day, both the IP and the Input chromatin were purified using a PCR purification kit (Qiagen), following manufacturer’s instructions. The samples were then used to carry out ChIP-seq analysis.

0.5 ng of total DNA for both Input and IP were used to generate barcoded libraries using the *NEBNext*^®^ *Ultra^TM^ II DNA Library Prep Kit for Illumina* (New England Biolabs). Basically, adapters were ligated to DNA followed by an amplification and clean up. The size of the libraries was checked using the Agilent 2100 Bioanalyzer High Sensitivity DNA chip and their concentration was determined using the Qubit^®^ fluorometer (Thermo Fisher Scientific).

Libraries were sequenced on a HiSeq 2500 (Illumina) and processed with RTA v1.18.66.3. FastQ files for each sample were obtained using bcl2fastq v2.20.0.422 software (Illumina).

Sequencing reads were trimmed for Illumina adapter sequence with cutadapt, aligned to the mouse reference genome (mm10 v92) with bowtie and PCR duplicates were excluded with samtools MarkDuplicates tool.

Peaks were called with HOMER2 and params “-region -localSize 50000 -size 150 -minDist 1000-ntagThreshold 5-regionRes 6.” Peaks were also annotated with HOMER2 and inspected for MOTIFs with Meme (from Meme Suite) and with HOMER2. Data have been deposited in the NCBI GEO database under accession number GSE166072.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE166072, https://www.ncbi.nlm.nih.gov/, GSE149916.

## Ethics Statement

The animal study was reviewed and approved by Ethics Committee of the University of Valladolid.

## Author Contributions

TS and MD designed the research. TS, MD, VV, IL-H, FG, EV, LC, and GG performed the research. MA, MT, and DM contributed unpublished reagents and analytic tools. TS, MD, VV, and EV analyzed the data. TS wrote the first draft of the manuscript and wrote the manuscript. TS, MD, DM, and FG edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

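Gene expression was measured on 4 Mouse Gene ST arrays (Affymetrix), with 2 arrays of wild-type and 2 of *Meis2* flox/flox; *Pax2* Cre/+ mutant cochleas at E15. The paper states that RNA was isolated with the RNeasy Mini Kit, that its integrity was assessed on a Bioanalyzer, and that it was amplified and labeled with the WT Expression Kit. The deposited log2 values are those that the authors computed with RMA, which corrects the background, normalizes within and between arrays and gives 1 signal per probe set. The submitters' processing notes name RMA and the genome build mm8, and no coordinates are printed here. The scanner files were not used here, so the background correction and normalization could not be repeated from the start. The methods name significance analysis of microarrays with a false discovery rate, and the submitters' notes on the series give its threshold as 0.05.
The fit used limma 3.58.1 in R 4.3.3 on the deposited values, with lmFit and eBayes, no covariate, no filter and Benjamini-Hochberg adjustment over all 35556 probe sets, since control probe sets are not marked. Probe sets were named through the platform's annotation, with symbols updated where a current record was found, for 21698 of the 21789 probe sets with 1 symbol. Probe sets with several symbols name no gene, and 479 probe sets repeat the values of another. SAM was written for this work with all 6 relabelings of the arrays, and gave a fudge constant of 0.103, a delta of 0.18 and an estimated share of unchanged probe sets of 0.278. Gene lists were tested with camera with a preset correlation of 0.01, beside camera with an estimated correlation and fry, with Benjamini-Hochberg adjustment over 41 lists. Fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes, called 20 of the 41.
The samples, tests, gene lists, rule for named genes and alternatives were fixed before the data were examined. The exceptions are the tests and alternatives said to be added or chosen later. The genes named in the text are those that the paper names, whose Table 1 values had been seen, the 12 with the largest difference in each direction among those past the threshold with no overlap between groups, and up to 4 members of each list with the smallest unadjusted p, from which the text takes examples. The lists held markers of hair cells, prosensory and supporting cells, tectorial and otolithic glycoproteins, the non-sensory duct, ganglion neurons, glia, mesenchyme, cartilage, endothelium, erythroid cells, macrophages, skeletal muscle and melanocytes. They also held markers of hindbrain and other central nervous system, and the transcription factor families and signaling pathways of the inner ear. The rest held basic cell functions, stress responses, sex-linked and housekeeping genes, and the genes that the paper names. Some genes stand in several lists.
The alternatives were SAM, other settings of the prior, median scaling, repeated quantile normalization, a filter on dim probe sets, probe sets with 1 symbol only, array weights, the mean of all probe sets of a gene and an estimated correlation for the gene lists, a looser threshold of 0.1 and leaving out each array in turn. When an array is left out, its genotype keeps 1 array, which is assumed to vary like the others. Added after the data were seen were the mean and median of all *Chd7* probe sets and the *Chd7* probe set brightest in wild type. So were the probe sets with the smallest p, a run without 6617 unlisted probe sets of the lowest numbers and a run without chromosomes X and Y. The tests of scaling, background, RNA quality, *Xist* and *Sox2* were also chosen then. The code was tested on simulated data for this comparison with 35556 probe sets, of which 100 differed by 1 and 100 by 2 on the log2 scale. limma recovered 53 percent of the first and 94 percent of the second, and SAM recovered 46 and 94 percent. The ChIP-seq, qPCR and histology of the paper were not analysed here.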

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

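The tests of scaling, background, RNA quality, *Xist* and *Sox2* below were chosen only after the result was seen, as was the lowest share that the test of chromosomes allows, while that test itself was fixed before.
A difference between genotypes reached 13268 of 35556 probe sets. Scaling between arrays as the cause is argued against by the 11610 probe sets that passed after quantile normalization was repeated. A higher background on the mutant arrays stays open as a source of small rises, since olfactory and vomeronasal receptor genes had a median difference of 0.17 (0.021 and 0.023 in the other splits), against 0.113 over all probe sets, but by level the dimmest group had a median of 0.099 and the next groups 0.191 and 0.187, so the rise was not greatest where signals were dimmest. RNA quality, labeling or hybridization that differed between the groups cannot be told apart from genotype, because arrays of one genotype would share it, and the lowest correlation within a genotype exceeded the highest between genotypes by 0.0225. Loss of *Meis2*, which the design names, stays open and was not separated from these.
The Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d*, which the paper does not discuss, differed by -3.49, -3.08 and -2.58 between genotypes. Their mean level was 8.43 and 7.54 in wild-type replicates 2 and 3 and 4.88 and 4.99 in the mutant replicates, and *Xist* was at 5.54, 11.51, 11.83 and 11.84 in the same order. The lowest *Xist* level, 5.54, was in the array with the highest Y-linked mean, which is consistent with embryos of different sex, and wild-type replicate 3, with both kinds of transcript, may hold RNA of embryos of both sexes. Of 8026 called genes 96.8 percent lie outside chromosomes X and Y, but so do 96.2 percent of all genes and the share could not have been below 90.7 percent, so it decides nothing. Sex stays open as a source of differences between the genotypes, since only wild-type arrays had a high Y-linked level.
*Sox2* differed by -1.94 between genotypes, a result that the paper does not report from the arrays. Fewer cells of the prosensory domain as the whole cause is argued against by the other 14 prosensory genes. Their median was 0.078 with an interquartile range of 0.926. As a part of the cause it stays open. *Cdkn1b*, *Hey2* and *Isl1* fell by 0.89, 0.69 and 0.69, while 3 genes of the list were higher. The paper also reports a reduced Sox2 domain at earlier ages, but an unaffected prosensory region on sections. Fewer Schwann and satellite glia as the whole cause is argued against by a median of 0.044 over 11 glial genes, with an interquartile range of 0.546. Of these, 3 were lower and 1 higher, so fewer glia as a part of the cause stays open too. A change of *Sox2* in cells that remain, or in a part of these cells, stays open and was not tested, as does a difference of the RNA between the groups.
*Serpina3n*, a gene the paper does not discuss, was higher in mutants by 3.19, with a standard error of 0.094. Of 12146 probe sets without a name here, 3662 passed the adjusted threshold, 2323 higher and 1339 lower.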

How the results depend on the processing

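No paired analysis was possible because the groups share only 1 replicate number. The mean and median of the *Chd7* probe sets, its probe set brightest in wild type, the 255 probe sets of smallest p and the runs without unlisted probe sets and without chromosomes X and Y were chosen only after the result was seen. SAM gave 26962 probe sets and placed the *Meis2* difference of 0.192 past its threshold. Median scaling moved the share lower to 56 percent, and it was 82 percent among the 255 of smallest p. Probe sets with 1 symbol only gave 1247 with a 2-fold difference and an unadjusted p under 0.01 (2136 over all probe sets). They gave 1250 with a 2-fold difference and no overlap (2273), as fewer probe sets were tested. Without the 6617 unlisted probe sets of lowest numbers these counts were 1590 and 1645. Without each array in turn, these counts were 2074 to 2574 and 2203 to 2661, the calls 4611 to 10895, the share lower 47.7 to 56.7 percent, and that share among differences of 2-fold or more 68.1 to 73.6 percent. Table 1 genes lower numbered 11 to 13 and genes with a nearby Meis2 peak 6 to 7, lists called 13 to 18, the *Meis2* difference was 0.059 to 0.325 and that of *Chd7* 1.033 to 1.707, with its call lost without either mutant replicate. The *Chd7* difference turned to -0.514 with the mean and -0.419 with the median of its probe sets, and to -1.388 at the probe set brightest in wild type. That choice would take another probe set for 67 of the 999 genes with several, 26 of them in the opposite direction, and *Chd7* was the one named gene among the 67. The lists called fell from 16 to 10 with the filter on dim probe sets, under which the interferon list could not be tested. They fell to 0 with an estimated correlation. This held also for lists with an estimate below the preset 0.01, so it does not rest on the size of the correlation alone. Among 117 other named genes in 1616 comparisons, 1535 kept their direction and side of the threshold, 65 lost their call, 11 gained one and 5 changed sign. Of those that lost it, 19 did so without *Meis2* mutant replicate 1 and 25 without *Meis2* mutant replicate 2. The sign changes were in genes that never passed, with *Ctnnb1* at -0.078 after median scaling and -0.024 to 0.037 without each array (-0.009 without wild-type replicate 3), and *Calb2* at -0.007 after repeated quantile normalization and -0.234 to 0.497 without each array. Camera has no robust setting of the prior, so that alternative was not run for the lists. Apart from the construction of the smaller sets, the cause was not tested. Signal over background limits the dim probe sets, of which those at mean levels of 3.58 to 4.93 held 435 higher and 195 lower calls.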

Differences from the paper's values

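The paper reports 255 differentially expressed transcripts, and limma called 13268 probe sets at the threshold of 0.05 that the submitters' notes give. All alternatives set before the data were examined also differ from the paper's count, with SAM at 26962 and the smallest count at 4611, without *Meis2* mutant replicate 2.
In Table 1, the paper's fold decrease for *Chd7* is 2.6, and the ratio of wild type to mutant was 0.387 at the probe set brightest over all 4 arrays, which runs in the other direction, a direction that rests on this choice of probe set, since 17 of the 30 were lower and 5 higher. At the probe set brightest on the wild-type arrays, chosen after seeing the values, it was 2.62, within the limits given below. The paper's value for *Trappc4* is 2.9 and the ratio here was 0.62, in the other direction as well. For *Itch* the paper's value is 3.4 and the value here 1.39, and for *Cspp1* the paper's is 2.7 and the value here 1.54. The paper gives 4.1 for a member of the Anp32 family that it does not name, and the values here were 4.13 for *Anp32a*, 1.89 for *Anp32b* and 2.26 for *Anp32e*. *Anp32a* thus lies close to that value, and the paper gives none of their own for *Anp32b* and *Anp32e*. For the 4 genes that differ from a value of their own (*Chd7*, *Trappc4*, *Itch* and *Cspp1*), and for *Anp32b* and *Anp32e* against the value of the family, none of the alternatives set before the data were examined brought the value within the limits, which a value left when it differed from the paper's by more than 1.5 times and by more than the replicate SD of both groups combined. Some single probe sets did, as 5 of the 30 of *Chd7* and 2 of the 14 of *Cspp1* lie within 10 percent of the paper's fold. This comparison was chosen after seeing the values. Its bound is closer than the limits, and probe sets within the limits themselves were not counted. The mean over the *Chd7* probe sets, also chosen after seeing the values, gave 1.43 and did not reach it. The other 9 genes of the table, with *Anp32a* for its family, lie within these limits.
The paper states that most differentially expressed transcripts were lower. Over all calls here 42 percent were lower. This share was 34.1 percent with SAM and 56 percent after median scaling. Among calls with a 2-fold difference 71.9 percent were lower, and 77.1 percent with 1 probe set per gene. That 2-fold share was 80.7 percent after median scaling, 79 percent with probe sets of 1 symbol and 69.2 percent after repeated quantile normalization. It was 80.3 percent without the 6617 unlisted probe sets of lowest numbers, a run chosen after seeing the values. Among the 255 of smallest p, also chosen after seeing the values, 82 percent were lower. Of the genes that the paper names with a nearby Meis2 peak, *Mras* was not called by limma at its brighter probe set (-0.29, adjusted p = 0.117 from limma), where SAM called it, but limma called it at its other probe set, higher in mutants by 2.12 (adjusted p = 0.00244 from limma).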

Other observations

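The test of pairs of probe sets below was fixed before its result was seen, and its versions without repeated values and with *Chd7* and *Cspp1* were chosen after. Signaling pathways of the inner ear are not described from the arrays in the paper. Of 9 Hedgehog pathway genes, 6 were higher and none was lower (6 when adjusted over the list alone, camera adjusted p = 0.0135, and adjusted p = 0.54 with an estimated correlation), with *Ptch1*, the Hedgehog receptor, higher by 1.14 (standard error 0.11) and its transcription factors *Gli2* and *Gli1* by 1.10 and 0.88. Markers of other tissues were also higher on the same mutant arrays. These were 11 of 15 skeletal muscle genes, 5 of 12 genes of hindbrain and other central nervous system, *Col1a1* by 1.26 and *Chad* by 1.84. The hindbrain list did not pass camera (adjusted p = 0.11, and 0.42 with the filter on dim probe sets). Its members *Hoxa3*, *Lhx5*, *Lhx1* and *Olig1* were dim, with wild-type means of 4.7, 5.5, 5.9 and 5.9. They rose by 0.74, 0.35, 0.51 and 0.49. Over all probe sets at mean levels of 4.93 to 6.02 and 6.02 to 7.47 the median difference was 0.191 and 0.187. Of 18 cartilage genes 5 were higher and 1 lower, and of 15 genes of periotic mesenchyme 3 were higher and 4 lower. Of 14 Notch pathway genes, 8 were higher and 2 lower (10 and 2 when adjusted over the list alone, camera adjusted p = 0.11). Of 11 Fgf targets, 4 were higher and 1 lower (5 and 1 when adjusted over the list alone, camera adjusted p = 0.219), with *Etv5* higher by 1.03 and *Spry4* by 0.76. Of 13 Wnt targets, 4 were higher and none was lower (3 when adjusted over the list alone, camera adjusted p = 0.277). Of 13 genes of the retinoic acid pathway, 3 were higher and 2 lower (4 and 2 when adjusted over the list alone, camera adjusted p = 0.843). *Stra6*, a retinol transporter, was higher by 1.22 and *Crabp1* was at -0.71. The camera direction of this list was higher and turned without wild-type replicate 2 and without *Meis2* mutant replicate 2.
Of 23 otic transcription factors, 15 were higher and 2 lower (17 and 2 when adjusted over the list alone, camera adjusted p = 0.0234, with 0.0588 without wild-type replicate 3, and adjusted p = 0.54 with an estimated correlation). *Dlx5* was higher by 1.24 (standard error 0.12, adjusted p = 0.00433 from limma) and *Pax2* by 0.97 (standard error 0.13, adjusted p = 0.0076 from limma). The paper's antibody staining showed a much smaller Pax2 domain in these mutants at an earlier age. An mRNA level in whole cochleas and the size of a stained protein domain are different measures, so the rise of *Pax2* does not contradict it. The 2 lower were *Sox2* and *Neurod1*. The paper reports Meis2 peaks near *Pax2*, *Pax8*, *Six4* and *Otx1* in a cell line, and on these arrays *Pax8* was higher by 0.50, *Six4* by 0.61 and *Otx1* by 0.74, with calls that ended without *Meis2* mutant replicate 2 for *Pax8* and *Six4* (adjusted p = 0.0698 and 0.0533) and without replicate 1 for *Pax8* and *Otx1* (0.0507 for *Otx1*). Of 37 Hox genes, 11 were higher and none was lower (8 when adjusted over the list alone, camera adjusted p = 0.0184, with 0.0501 without *Meis2* mutant replicate 2, 0.265 after repeated quantile normalization, where the median moved from 0.25 to 0.13, and 0.189 with the filter on dim probe sets, and adjusted p = 0.54 with an estimated correlation). Of 17 TALE homeobox genes, the class of *Meis2*, 3 were higher and 2 lower (3 and 1 when adjusted over the list alone, camera adjusted p = 0.889). *Meis3* was higher by 0.81, and the camera direction of the list was higher and turned without wild-type replicate 3. Of 18 measured genes named elsewhere in the paper, 8 were higher and 1 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.0681, with 0.0226 after repeated quantile normalization, 0.0391 without wild-type replicate 2 and 0.0447 without *Meis2* mutant replicate 1).
Of 15 immediate early and heat shock genes, 2 were higher (1 when adjusted over the list alone), with a median of -0.01 (0.07 after repeated quantile normalization), a mean of 0.05 and a camera direction of lower (adjusted p = 0.823), which turned after repeated quantile normalization, with the filter on dim probe sets and without wild-type replicate 3, and *Nr4a1* was higher by 1.58. Of 12 genes of hypoxia and glycolysis, 2 were higher and 2 lower (the same counts when adjusted over the list alone), with a median of 0.11, a mean of 0.01 and a camera direction of lower (adjusted p = 0.874), which turned after repeated quantile normalization and without wild-type replicate 3. Of 9 interferon response genes, 2 were higher (2 when adjusted over the list alone, camera adjusted p = 0.805). The list's median was 0.04 (-0.05 after median scaling and -0.08 after repeated quantile normalization). Its camera direction was higher and turned after repeated quantile normalization and without wild-type replicate 2. Of 8 housekeeping genes, 2 were lower (2 when adjusted over the list alone, camera adjusted p = 0.0582, with 0.0262 without wild-type replicate 3, 0.0289 with a trended prior and 0.0481 after median scaling), among them *Hprt* at -1.06 (adjusted p = 0.00746 from limma), while *Actb* was at -0.17 (adjusted p = 0.147 from limma). The list of Y-linked genes and *Xist* was lower by camera (adjusted p = 0.0184, with 0.606 with the filter on dim probe sets, and adjusted p = 0.54 with an estimated correlation), with the 3 Y-linked genes lower (3 when adjusted over the list alone) and *Xist* the other way, at 3.31 (adjusted p = 0.221 from limma, 0.32 to 6.30 without each array, past the threshold without wild-type replicate 3 and with SAM).
One hypothesis was that calls reflect whole transcripts and not single probe sets. In 375 genes with several called probe sets, *Chd7* and *Cspp1* left out, 96.1 percent of 2231 pairs pointed the same way (bootstrap interval 91.7 to 98.4), against 51.1 percent for independent directions, although 30 genes held calls in opposite directions. Probe sets that repeat the values of another point the same way by construction, and without them the share was 95.6 percent of 1987 pairs (90.1 to 98.3), or 93.4 percent averaged over genes. With *Chd7* and *Cspp1* as well, it was 91.7 percent of 2263 pairs (82.7 to 97.5), or 93.2 percent averaged over genes, and 32 of 366 genes held opposite calls. These values are consistent with changes of whole transcripts in most genes with several called probe sets, but not in every one.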
